# Nuclear DICKKOPF-1 as a biomarker of chemoresistance and poor clinical outcome in colorectal cancer

**DOI:** 10.18632/oncotarget.3464

**Published:** 2015-02-28

**Authors:** Óscar Aguilera, José Manuel González-Sancho, Sandra Zazo, Raúl Rincón, Agustín F. Fernández, Olga Tapia, Francesc Canals, Beatriz Morte, Vincenzo Calvanese, José L. Orgaz, Núria Niell, Susana Aguilar, José M. Freije, Osvaldo Graña, David G. Pisano, Aurea Borrero, Javier Martínez-Useros, Benilde Jiménez, Mario F. Fraga, Jesús García-Foncillas, Carlos López-Otín, Miguel Lafarga, Federico Rojo, Alberto Muñoz

**Keywords:** Colorectal cancer, Dickkopf-1, chemoresistance, ALDH1A1, biomarker

## Abstract

Sporadic colorectal cancer (CRC) insurgence and progression depend on the activation of Wnt/β-catenin signaling. Dickkopf (DKK)-1 is an extracellular inhibitor of Wnt/β-catenin signaling that also has undefined β-catenin-independent actions. Here we report for the first time that a proportion of DKK-1 locates within the nucleus of healthy small intestine and colon mucosa, and of CRC cells at specific chromatin sites of active transcription. Moreover, we show that DKK-1 regulates several cancer-related genes including the cancer stem cell marker aldehyde dehydrogenase 1A1 (*ALDH1A1)* and Ral-binding protein 1-associated Eps domain-containing 2 (*REPS2),* which are involved in detoxification of chemotherapeutic agents. Nuclear DKK-1 expression is lost along CRC progression; however, it remains high in a subset (15%) of CRC patients (n = 699) and associates with decreased progression-free survival (PFS) after chemotherapy administration and overall survival (OS) [adjusted HR, 1.65; 95% confidence interval (CI), 1.23-2.21; *P* = 0.002)]. Overexpression of *ALDH1A1* and *REPS2* associates with nuclear DKK-1 expression in tumors and correlates with decreased OS (*P* = 0.001 and 0.014) and PFS. In summary, our findings demonstrate a novel location of DKK-1 within the cell nucleus and support a role of nuclear DKK-1 as a predictive biomarker of chemoresistance in colorectal cancer.

## INTRODUCTION

Colorectal cancer (CRC) is an important contributor to cancer mortality and morbidity [1]. Despite advances in therapy for CRC patients, approximately 20-45% of those who undergo curative resection subsequently develop tumor recurrence or distant metastasis [2]. Adjuvant chemotherapy has demonstrated survival benefits in patients with advanced-stage CRC, but the lack of patient selection leads to unnecessary overtreatment and financial cost [3]. To facilitate individually tailored treatment for CRC, predictive biomarkers are needed to identify patients who are at high risk for recurrence and/or poor prognosis.

Abnormal activation of the Wnt/β-catenin pathway due to mutation of *APC*, *CTNNB1*/β-catenin or *AXIN* genes is the initial event and a driving force of colorectal tumorigenesis [4]. Dickkopf (DKK)-1 is one of the four members of a family of secreted extracellular Wnt inhibitors that block signaling from plasma membrane Wnt-receptor complexes [5, 6]. Paradoxically, however, DKK-1 modulates proliferation and survival of cancer cells in which the Wnt/β-catenin pathway is constitutively activated by mutations in genes encoding intracellular pathway components, or independently of β-catenin transcriptional activity [7, 8]. Overall, available data indicate the existence of uncharacterized actions of DKK-1 that are independent of the inhibition of Wnt signaling at plasma membrane.

In colon cancer cells, DKK-1 inhibits proliferation both *in vitro* and in immunodeficient mice [8] and its expression is linked to an E-cadherin-dependent adhesive phenotype [9], supporting a tumor suppressor role for this protein. Moreover, several studies indicate that DKK-1 expression is downregulated along colorectal adenoma-carcinoma transition and at late CRC stages but the clinical consequences are unknown [8, 10]. By contrast, a recent study indicates that preoperative serum levels of DKK-1 protein seem to be a predictive marker of tumor invasion and relapse in stage II-III colon cancer [11]. DKK-1 is also downregulated in chronic lymphocytic leukemia and papillary thyroid cancer [12, 13]. These potential protective effects contrast with the overexpression of DKK-1 in several types of cancer associated with a poor prognosis [14-20], and make the role of DKK-1 as tumor suppressor or metastasis promoter a matter of debate [21].

In this study, we aimed to decipher the role of DKK-1 in CRC by investigating its expression in cultured human colon carcinoma cells and in normal small intestine and colon mucosa and colorectal cancer, and by assessing the relation of DKK-1 expression with the clinical outcome and the benefit to systemic therapy in CRC patients.

## RESULTS

### DKK-1 protein partially locates within the cell nucleus

First, we analyzed the expression of DKK-1 protein in human intestine mucosa using immunofluorescence multispectral microscopy of healthy individuals. Unexpectedly, we found nuclear staining in a high proportion (62.8%) of differentiated cells (i.e. enterocytes and mucosecretory goblet cells) located at the epithelium of colon (Fig. 1A) and small intestine (Fig. 1B) crypts. In the latter, nuclear DKK-1 expression was also detected in enteroendocrine cells at the bottom of the crypts, as revealed by co-expression of chromogranin A (Fig. 1B). Cytoplasmic staining was diffusely present in small intestine enterocytes and enteroendocrine cells (Fig. 1B). By contrast, stem cells at the bottom of the crypts and proliferating undifferentiated cells in the basal epithelia contained cytoplasmic DKK-1 but lacked nuclear DKK-1 in both colon and small intestine (Figs. 1A and B).

**Figure 1:**
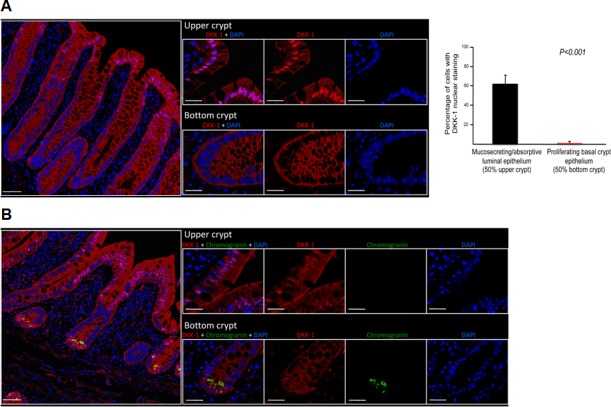
DKK-1 is present within the nucleus of differentiated human intestinal cells A, left, expression of DKK-1 in human colon crypts by immunofluorescence showing nuclear location in enterocytes and goblet cells at the tip of crypts, which is absent in proliferative and stem cells at the bottom. Statistical differences in nuclear DKK-1 expression were observed between upper and lower sections of the crypts (*P* = 10^−20^); right, data correspond to quantification of 320 randomly distributed crypts from 16 healthy individuals. B, strong nuclear and cytoplasmic DKK-1 expression in small intestine epithelial cells at the villus tips and in chromogranin-expressing enteroendocrine cells at the crypt bottoms. In both panels, scale bars: left images, 100 μm; right images, 20 μm. Nuclei were stained with DAPI.

Next, we studied the expression of DKK-1 in human colon carcinoma cells both *in vitro* and in a large cohort of metastatic CRC patients. DKK-1 was found partially located within the nucleus of SW480-ADH CRC cells, as shown by punctate immunofluorescence staining (Fig. 2A) and confirmed and quantified by Western blot analysis of cellular fractions (Fig. 2B). Nuclear DKK-1 accounted for 7% of total protein. We also detected nuclear DKK-1 via proteomic analysis (Supplementary Fig. S1) and by transfecting DLD-1 CRC cells lacking endogenous expression with a *DKK-*1 gene (DLD-1/DKK-1 cells) (Supplementary Fig. S2).

**Figure 2:**
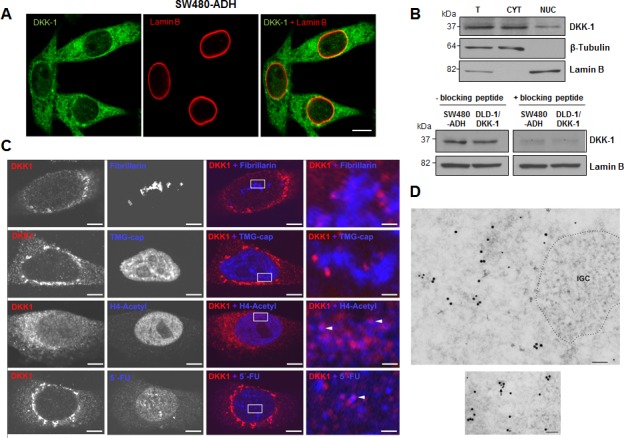
DKK-1 partially locates in the cell nucleus at sites of active transcription A, immunofluorescence and confocal microscopy images showing DKK-1 expression in the cytoplasm and nucleus of SW480-ADH colon cancer cells. Scale bar, 10 μm. B, upper, expression of DKK-1 protein in total (T), cytoplasmic (CYT) and nuclear (NUC; 10-fold concentrated) fractions of SW480-ADH cells by Western blot analysis. Lamin B and β-tubulin were used as nuclear and cytoplasmic markers, respectively. Lower, Western blot analysis of DKK-1 protein in nuclear extracts of SW480-ADH and DLD-1/DKK-1 cells using a DKK-1 antibody pre-incubated (overnight, 4°C) with a specific blocking peptide. C, lack of immunofluorescence co-staining with fibrillarin and TMG-cap shows that DKK-1 locates outside but close to nucleoli and nuclear speckles in SW480-ADH cells. By contrast, partial colocation with acetylated Histone H4 and 5′-FU (arrowheads) indicates that DKK-1 resides at active transcription sites. Scale bars: three left columns, 5 μm; right column, 0.8 μm. D, immunoelectron microscopy analysis using primary mouse anti-BrdU to detect 5′-FU incorporation into nascent RNA and rabbit anti-DKK-1 antibodies, and secondary goat anti-rabbit or anti-mouse IgG coupled to 15 nm or 10 nm gold particles, respectively. Upper, 5′-FU incorporation sites and DKK-1 appear distributed in euchromatin regions while they are absent in interchromatin granule clusters (IGC, dotted area), which are transcription-free nuclear domains. Lower, nascent RNA and DKK-1 protein colocate in euchromatin (arrows). Scale bars: 100 nm.

To identify the precise intranuclear location of DKK-1, we performed double immunofluorescence assays. DKK-1 did not colocalize with either fibrillarin or 2,2,7-trimethylguanosine cap (TMG-cap), indicating that it is absent from the nucleolus and nuclear speckles, respectively (Fig. 2C). Sporadic colocation of DKK-1 with acetylated histone H4 indicated its presence in transcriptionally active chromatin (Fig. 2C), which was confirmed by *in vivo* transcription assays based on the incorporation of 5′-fluorouridine (FU) into nascent RNA, followed by immunofluorescence using an anti-BrdU antibody (Fig. 2C, lowest panels). Moreover, immunoelectron microscopy analyses using double immunogold labeling for 5′-FU incorporation sites and DKK-1 revealed the presence of DKK-1 in euchromatin but not in transcription-free nuclear domains such as heterochromatin or nuclear speckles visualized as interchromatin granule clusters (IGC) (Fig. 2D, above). Moreover, specific sites of colocation of nascent RNA and DKK-1 were found (Fig. 2D, below).

We examined whether ectopic DKK-1 could affect Wnt/β-catenin or non-canonical Wnt signaling in DLD-1 cells. DKK-1 did not affect the transcriptional activity of β-catenin (Supplementary Fig. S3A) or the expression of two Wnt/β-catenin targets, c-Myc and cyclin D1 (Supplementary Fig. S3B). Likewise, DKK-1 did not change the levels of total or phosphorylated JNK or of GSK-3β activity in the cytosol (Supplementary Fig. S3C and D). Taken together, these results indicate that the tumor suppressive action of DKK-1 in DLD-1 cells [8] in which the Wnt/β-catenin pathway is endogenously activated due to *APC* mutation is independent of Wnt.

### Nuclear DKK-1 in tumor cells associates with worse progression-free and overall survival in CRC patients

Next, we examined the expression of DKK-1 protein in adenomas and a cohort of 699 CRC patients with clinical follow-up (Supplementary Table S1). As in healthy individuals, DKK-1 protein was detected both in the nucleus and in the cytoplasm of normal enterocytes in adjacent non-tumoral colorectal mucosa; in contrast, three patterns of expression were found in tumors: absence of DKK-1, presence of only cytoplasmic DKK-1, and presence of DKK-1 in both cytoplasm and nucleus (Fig. 3A). Staining of complete sections of colorectal tumors showed that the pattern of DKK-1 protein expression was mostly homogeneous; no differences were found between tumor areas. The nuclear localization of DKK-1 protein was confirmed by using different antibodies (Supplementary Fig. S4). Data quantification across the series revealed absence of nuclear DKK-1 in 22% of adenomas and 75% of carcinomas, and a loss of DKK-1 expression during tumor progression that occurred earlier in the nucleus than in the cytoplasm (Fig. 3B). Remarkably, nuclear DKK-1 levels remained high in a subset (*n* = 103, 14.7%) of CRC. This prompted us to analyze whether the presence of nuclear DKK-1 within the primary tumor could affect clinical behavior. Nuclear DKK-1 expression was associated with decreased Progression-Free Survival (PFS) after chemotherapy administration (*P* = 0.001) and Overall Survival (OS) (*P* = 0.002) (Fig. 3C). The hazard ratio for death in patients with nuclear DKK-1 expressing tumors was 1.65 (IC 95%; 1.23-2.21). This remained true for patients who received 5′-FU (*n* = 399, *P* = 0.011), FOLFIRI (*n* = 95, *P* = 0.012) or FOLFOX (*n* = 205, *P* = 0.031) for both OS (Fig. 3D) and PFS (Supplementary Fig. S5). These findings suggested a role of nuclear DKK-1 in chemosensitivity and survival in CRC patients.

**Figure 3:**
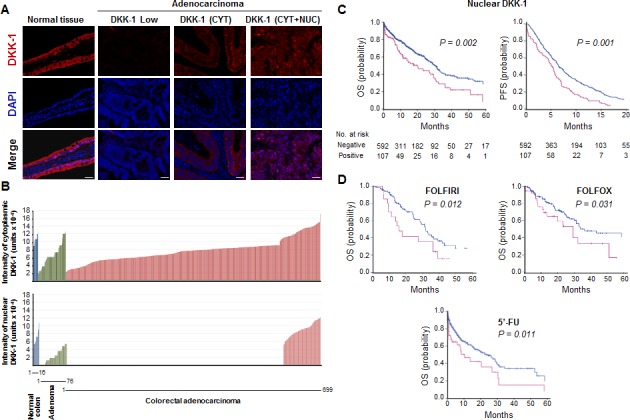
Nuclear DKK-1 expression decreases during CRC progression and associates with shorter patient PFS and OS A, immunofluorescence for DKK-1 and DNA (DAPI) in healthy colon tissue and in adenocarcinomas that express only cytosolic (CYT), cytosolic and nuclear (CYT+NUC) or no (negative) DKK-1 protein. Scale bars: 25 μm. B, quantification of DKK-1 expression in cytoplasm and nucleus of healthy colon tissue, adenomas and adenocarcinomas. The number of samples is indicated. C, and D, association of nuclear DKK-1 with worse PFS and OS (Kaplan-Meier curves) of CRC patients who received any systemic (C) or specific chemotherapy regimens (OS) (FOLFOX, FOLFIRI, 5′-FU) (D). Red curves: patients with nuclear DKK-1 expression; blue curves: absence of nuclear DKK-1 expression. Patients at risk for the specific event are detailed for each time point.

### DKK-1 regulates the expression of the cancer-related genes *ALDH1A1* and *REPS2*

The location of nuclear DKK-1 in a subset of sites of active transcription indicates that it participates in the regulation of specific target genes. To identify DKK-1 targets we used DLD-1/DKK-1 and DLD-1/Mock cells to perform: a) a comparative global transcriptomic analysis; and b) chromatin immunoprecipitation assays followed by ultradeep sequencing (ChIP-seq). 

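The ChIP-seq data comprised 3 sequencing libraries from DLD-1 cells, a human colorectal adenocarcinoma line. They were the chromatin immunoprecipitate from DLD-1/DKK-1 cells, which carry an inducible DKK-1 construct, the immunoprecipitate from DLD-1/Mock cells, and a pool of input DNA. There was 1 library per condition and no replicate, so no difference between conditions could be set against a spread between replicates. The Methods name a DKK-1 antibody for the immunoprecipitation, whereas the sample records of both ChIP libraries name an antibody against the V5 tag. The authors aligned the 40 bp reads to hg18 (NCBI build 36.1), kept reads with a unique alignment and called peaks with MACS 1.4.0beta. MACS counted 22191708 tags in the DLD-1/DKK-1 library, 24600628 in the DLD-1/Mock library and 27981014 in the input pool. After it had removed tags beyond 2 per position, 21312041, 24151009 and 27723787 tags remained, a loss of 3.96%, 1.83% and 0.919%. Both controls were therefore deeper than the DLD-1/DKK-1 library, by a factor of 1.13 for DLD-1/Mock and 1.30 for input. The fragment size and the band width were set at 150 bp, the effective genome size at 2700000000 bp and the P value cut-off at 1e-05. At this depth the genome-wide background came to 1.18 tags per fragment length. MACS took the expected number of tags from this background or from the control within 1000 or 10000 bp of the peak. The DLD-1/DKK-1 library was compared with each control separately, which gave 2 lists of peaks. For each peak the authors' lists give the position, the number of DLD-1/DKK-1 tags, a score of 10 times the negative log10 of the P value, the fold enrichment and an empirical FDR obtained by exchanging ChIP and control. A further list gives the sites that the authors regarded as specific, with the RefSeq transcript at each site. These values are the authors' own for each peak and were used here only to describe, rank and filter peaks. Intervals were intersected, with at least 1 bp in common counted as shared, and positions are given in hg18 counted from 1.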

We obtained 27 differentially expressed probes (Fig. 4A; the complete list of genes is deposited in the GEO database accession no. GSE35272). Among candidate target genes identified in the transcriptomic studies, aldehyde dehydrogenase 1A1 (*ALDH1A1),* aldo-keto reductase family 1 member C3 (*AKR1C3)* and Ral-binding protein 1-associated Eps domain-containing 2 (*REPS2)* were particularly interesting as they have been implicated in the detoxification of xenobiotics and chemotherapeutic agents [22-25] (Fig. 4B). Moreover, *ALDH1A1* has been proposed as a marker of normal and malignant stem cells in colon and other tissues, although there is no consensus on its association with prognosis or patient survival [26-28]. 

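MACS called 6631 peaks of the DLD-1/DKK-1 library against DLD-1/Mock and 5281 against input. The lists had 3189 peaks in common, each with identical coordinates in both, which was 48.1% of the peaks against DLD-1/Mock and 60.4% of those against input. The list of specific binding sites held 200 of these shared peaks. They were exactly the shared peaks with a fold enrichment of at least 10 against both controls, and the other 2989 shared peaks had a lower fold enrichment against at least one control. Raising the P value requirement to 1e-10 in both lists left 14 of the 200 sites, and an FDR of at most 5% left 0. Fold enrichment at the specific sites ranged from 10.02 to 15.11 (median 10.91) against DLD-1/Mock and from 10.01 to 15.98 (median 10.28) against input. At 101 sites it was the same against both controls. At 65 sites it was 10.14 against both, the value of 12 tags at the summit over the genome-wide background. A count of 12 tags has a 95% Poisson interval of 6.20 to 20.96 tags, or a fold enrichment of 5.24 to 17.7. The interval covers the counting error of an unselected count only, and not variation between immunoprecipitations. The summits at these sites were called as peaks and kept for a fold enrichment of at least 10. The lower limit is therefore not a lower bound on their true enrichment.

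**Figure D1:**
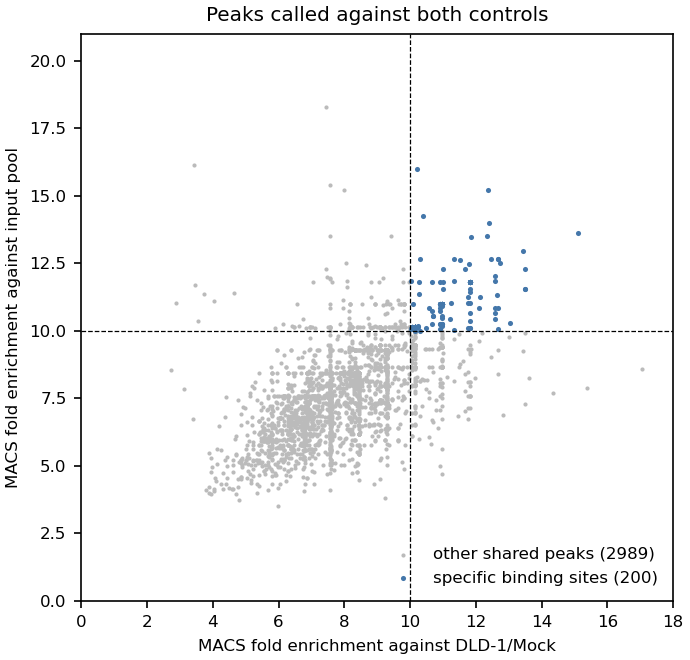
MACS fold enrichment of the 3189 peaks called against both controls, against DLD-1/Mock on the horizontal axis and against input on the vertical axis, with 1 point per peak. The dashed lines mark a fold enrichment of 10, and the 200 specific binding sites (blue) fill the quadrant above both lines while the 2989 other peaks (grey) lie outside it.

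The sites held a median of 17 tags (range 12 to 116). Their width was 487 ± 218 bp (mean and SD across sites), with a median of 452.5 bp and a range of 224 to 2660 bp. The score had a median of 66.5 against each control, with ranges of 50.65 to 396.7 against DLD-1/Mock and 50.67 to 354.3 against input. The empirical FDR of the sites ranged from 33.17% to 100% (median 41.8%) against DLD-1/Mock and from 65.77% to 100% (median 98.98%) against input. The 5 sites with the highest score against DLD-1/Mock had no gene in the authors' list and an FDR of 100% against both controls. The first lay on chromosome 4 from 81444121 to 81446780 with 116 tags, and the second on chromosome 12 from 64323027 to 64324433 with 93 tags. The others lay on chromosome 8 from 146044571 to 146045514 (40 tags), on chromosome 9 from 131592397 to 131593146 (39 tags) and on chromosome 9 from 88006888 to 88007448 (28 tags). Sites were present on 20 chromosomes and none were listed on chromosomes 20, 21, 22 and Y. Chromosome 8 carried 49 sites (24.5%), 46 of them beyond 65 Mb, against 0 to 15 on each other chromosome. The full lists were uneven in the same way, with 2082 peaks (31.4%) on chromosome 8 against DLD-1/Mock and 1483 (28.1%) against input. Chromosomes 7 and 9 followed with 704 (10.6%) and 613 (9.24%) peaks against DLD-1/Mock, whereas against input chromosome 1 followed with 351 (6.65%).

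**Figure D2:**
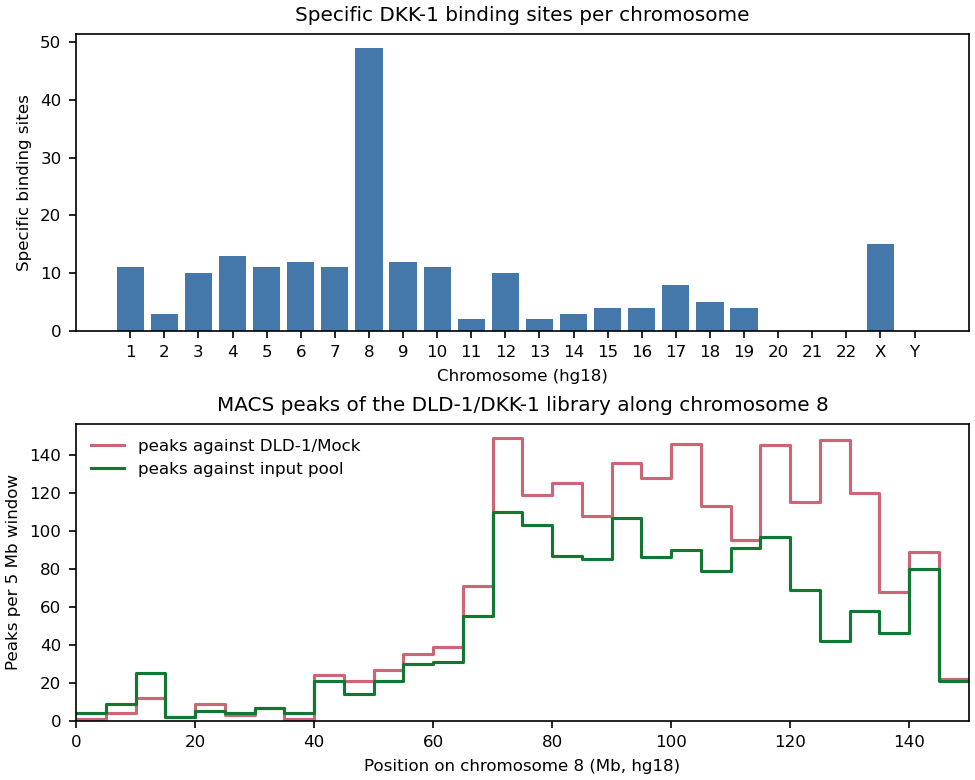
Upper, number of specific binding sites on each chromosome. Lower, number of MACS peaks of the DLD-1/DKK-1 library per 5 Mb window along chromosome 8, against DLD-1/Mock (red) and against input (green). Chromosome 8 has 49 sites, and its peaks are concentrated beyond 65 Mb.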

In the ChIP-seq, 200 binding sites (average peak width 150) with significant tag enrichment were identified throughout the genome (Fig. 4C). 

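The authors' list gave a RefSeq gene for 83 of the 200 specific binding sites, or 41.5% (95% Wilson interval 34.9% to 48.4%), and none for the remaining 117. The 83 sites named 82 genes. The list placed 69 of the sites in an intron and 14 in an exon, of which 2 were in a 5′ UTR and 2 in a 3′ UTR. Comparison of the sites with the transcript coordinates in the same list showed that 82 of them overlapped their transcript, while the site given to PLIN3 lay 2375 bp outside it. By those coordinates, 3 sites labelled as intron (ADCY2, C8orf44 and ZNF90) touched an exon. The centre of 5 sites was within 1000 bp of the start of the transcript. Among the 14 sites with a P value of 1e-10 or less against both controls, 2 had a gene (14.3%), the largest change in this share under any alternative. Of the 26 genes shown in Fig. 4A, 3 were among the genes of the sites by symbol, and 23, with ALDH1A1 and AKR1C3 among them, were not. The REPS2 site lay in an intron on chromosome X from 16950585 to 16951183 and held 22 tags. The IQGAP2 site, the narrowest of the list, lay in an intron on chromosome 5 from 75839125 to 75839348 with 12 tags. The LOC554202 site lay in an intron on chromosome 9 from 21514722 to 21515173 with 16 tags. Both REPS2 and IQGAP2 had the lowest fold enrichment that a whole number of tags over the genome-wide background can give above the threshold of 10. LOC554202 had 10.68 against DLD-1/Mock and 11.82 against input. The scores against DLD-1/Mock were 88.5 for REPS2, 91.5 for IQGAP2 and 60.2 for LOC554202, with an FDR of 33.17%, 35.24% and 44.89%, and against input the FDR of all 3 was between 98.64% and 100%. IQGAP2 and LOC554202 were 45876 and 34315 bp from the nearest exon. The transcript of LOC554202 held 6 peaks in each full list, 5 of them in both.

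**Figure D3:**
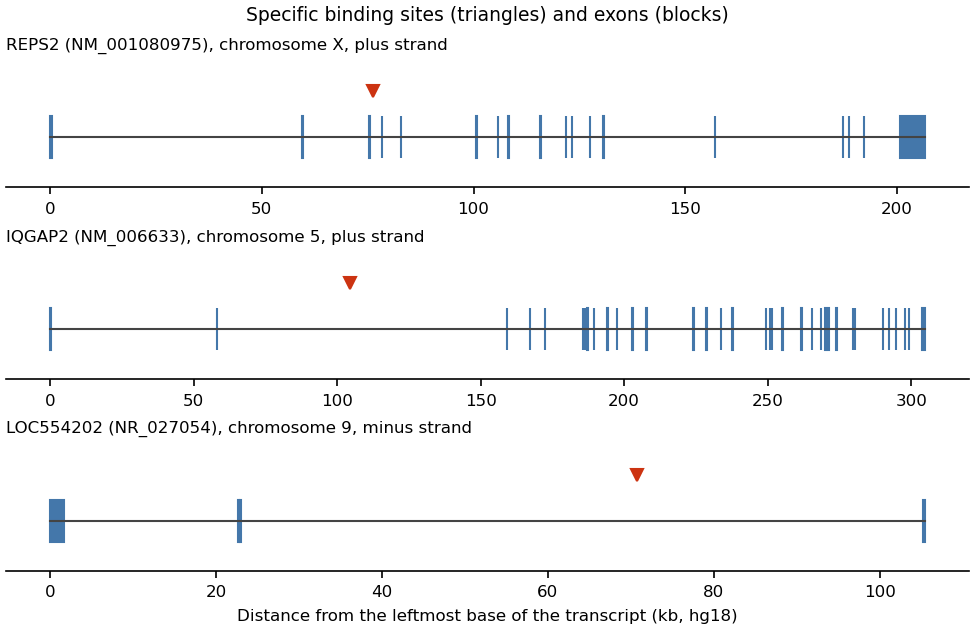
Transcripts of REPS2, IQGAP2 and LOC554202 as given in the authors' list, drawn to scale in kb from the leftmost base, with exons as blocks and the centre of the specific binding site as a triangle. All 3 sites lie in introns.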

Up to 80 individual DKK-1-binding sites (40%) were associated with genes (GEO accession no. GSE31170), three of which were coincident with those found in the transcriptomic study (*REPS2, IQGAP2, LOC554202*).

**Figure 4:**
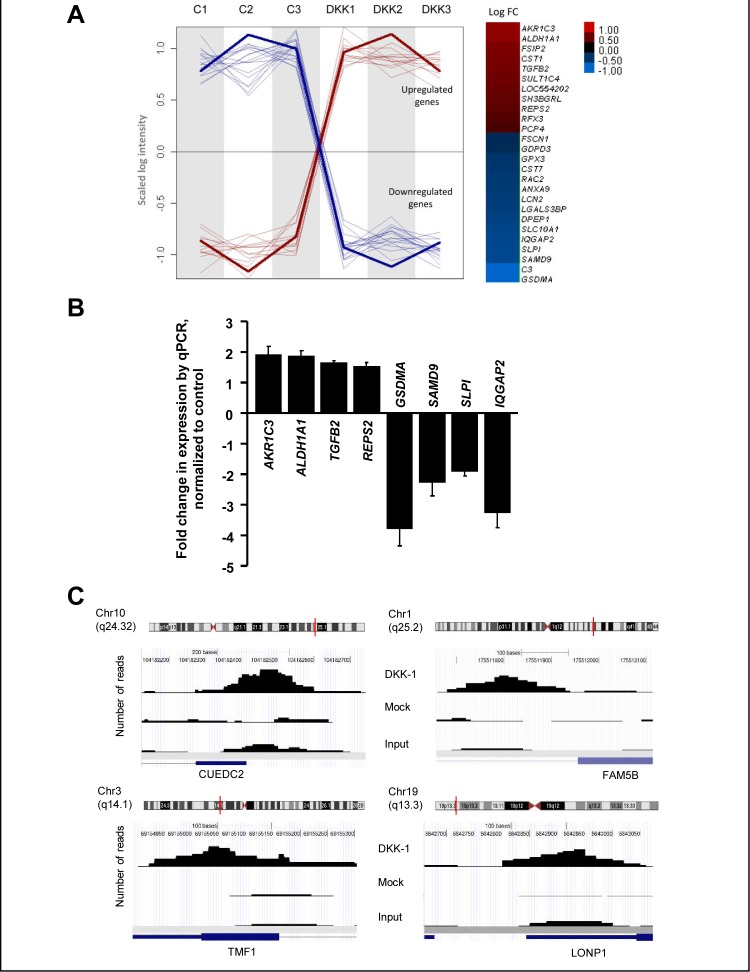
Effects of DKK-1 induction on gene expression in DLD-1 cells A, left, plot profile of the expression values along arrays for the probes selected as differentially expressed (P*adjust* 0.05) after DKK-1 induction. Signal intensities are scaled to the same range and the normalized log intensity values of the probes were centered to the median value of each probe set. A *loess* (locally weighted polynomial regression) fit line describes the overall profile of the up-regulated (*red*) and down-regulated (*blue*) genes. Right, log_2_ Fold-Change (FC) representation of the differentially expressed genes. The color intensity is proportional to the value (DKK-1 is not included). B, validation of DKK-1 target genes in DLD-1/DKK-1 cells. RNA levels were measured by qRT-PCR 24 h after DKK-1 induction by doxycyclin. Fold-change with respect to levels in DLD-1/Mock cells is represented. C, ChIP-seq analysis of DKK-1 in DLD-1 cells. Examples of the genome-wide mapping of DKK-1 binding sites. Significant DKK-1 peaks detected by Model-based Analysis of ChIP-Seq are represented in the samples analyzed. The corresponding Refseq gene is shown in blue. The vertical red line in the chromosome indicates the location of the peak.

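The 4 genes shown in Fig. 4C each had 1 site in the list of specific binding sites. The CUEDC2 site lay on chromosome 10 from 104182125 to 104182742 in exon 1, in the 5′ UTR, and its centre was 21 bp upstream of the start of the transcript. It held 22 tags. The FAM5B site lay in exon 6 on chromosome 1 from 175511660 to 175512114 and held 14 tags. The TMF1 site lay in exon 17, in the 3′ UTR, on chromosome 3 from 69154892 to 69155304 and held 18 tags. The LONP1 site lay in exon 18, in the 3′ UTR, on chromosome 19 from 5642662 to 5643072 and held 13 tags. Fold enrichment at these sites was between 10.07 and 11.82 against DLD-1/Mock and between 10.14 and 11.45 against input. TMF1 had the highest score against DLD-1/Mock (86.7) and LONP1 the lowest (50.9), close to the lowest score of the full list (50.01). The FDR given by MACS was 34.4% to 53.43% against DLD-1/Mock and 66.16% to 100% against input. A count of 13 or 22 tags in a single library does not rank these sites against each other beyond counting error.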

Consistent with their regulation by DKK-1, the RNA and protein expression of *ALDH1A1, AKR1C3* and *REPS2* was higher in CRC tumors containing nuclear DKK-1 than in those that lacked it (Fig. 5A) and it was associated with the presence of nuclear DKK-1 (Fig. 5B and C). Only two (0.3%) cases expressed nuclear DKK-1 and none of the three target genes. Moreover, co-expression of nuclear DKK-1 and cytoplasmic ALDH1A1 was demonstrated in the same tumor cells (Fig. 5D).

**Figure 5:**
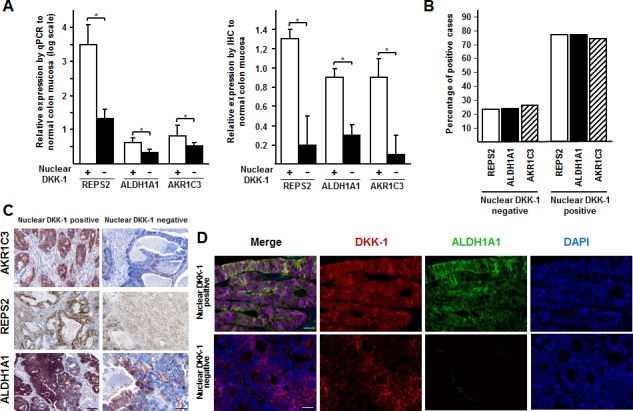
DKK-1 induces *ALDH1A1, REPS2* and *AKR1C3* genes involved in chemotherapy detoxification A, expression of *ALDH1A1, REPS2* and *AKR1C3*genes at the RNA (left, qRT-PCR) and protein (right, immunohistochemistry) level in primary (*n* = 12) and metastatic (*n* = 13) colon tumors expressing or not nuclear DKK-1 as compared to healthy (*n* = 10) colon mucosa (*, *P* < 0.05). B, association of nuclear DKK-1 with *ALDH1A1, REPS2* and *AKR1C3* expression in the series of 699 CRC patients. C, immunohistochemical analysis of *ALDH1A1, REPS2* and *AKR1C3* expression in representative nuclear DKK-1-positive (strong staining) and -negative (weak staining) tumors. Scale bars: 50 μm. D, immunohistochemical analysis of DKK-1 and ALDH1A1 protein co-expression in tumors. Scale bars: 25 μm.

### Concomitant expression of *ALDH1A1*, *REPS2*, and nuclear DKK-1 associates with chemoresistance in colorectal cancer

The relation of the three DKK-1 target genes with the benefit to chemotherapy was investigated in CRC patients. *ALDH1A1* and *REPS2* expression, but not that of *AKR1C3* (not shown), was associated with decreased OS (*P* = 0.001 and 0.014, respectively) and PFS (*P* = 0.005 and 0.009, respectively) (Fig. 6A and Table 1). Importantly, tumors with nuclear DKK-1 and co-expression of at least one of the three target genes (*n* = 101, 14.4%) showed a significant reduction in patient OS as compared to cases with absence of nuclear DKK-1 and expression of any of the three genes (*n* = 55, 7.9%) (*P* = 0.010). Notably, no effect of DKK-1 on sensitivity to oxaliplatin, irinotecan or 5′-FU was found *in vitro* (DLD-1 and RKO cells), possibly because ectopic *DKK-1* expression rendered a level of nuclear DKK-1 protein that was similar to that of the endogenous protein in SW480-ADH cells (7%, Fig. 2) but substantially lower than that found in tumors (Fig. 6B and Supplementary Fig. S6). In line with this, the expression level of ALDH1A1, REPS2, and AKR1C3 was lower in DLD-1/DKK-1 cells than in tumors with nuclear DKK-1 (Supplementary Fig. S7). This result suggests that extracellular signals, either paracrine soluble factors or matrix components, may contribute *in vivo*, but not *in vitro* where they are absent, to control the amount of nuclear DKK-1.

**Figure 6:**
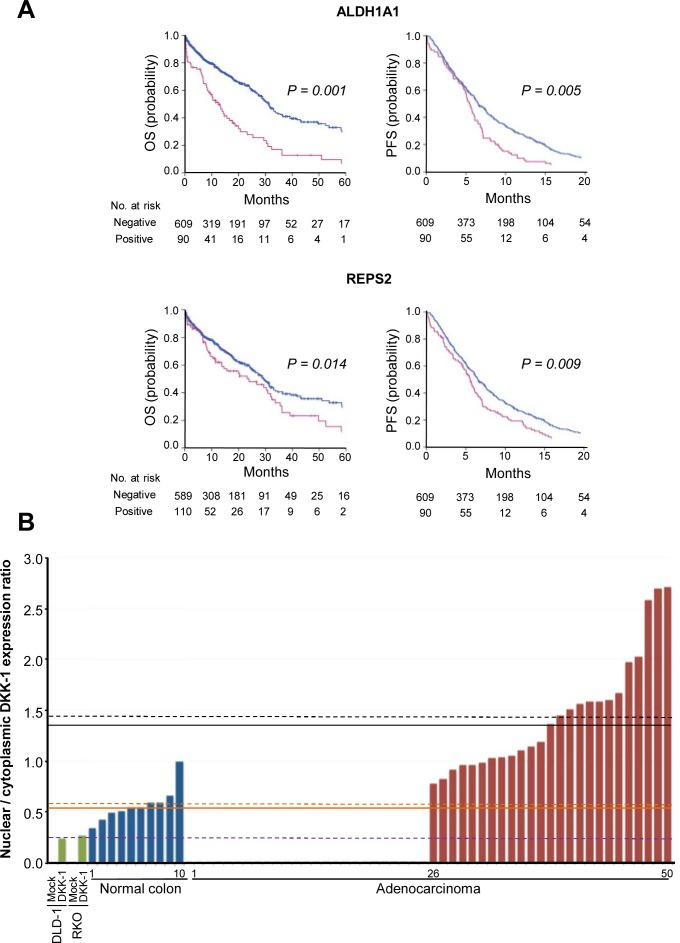
Expression of *ALDH1A1* and *REPS2* associates with decreased patient survival A, effect of *ALDH1A1* and *REPS2* genes on patient PFS and OS. Kaplan-Meier curves of patients whose primary tumors expressed (red) or not (blue) *ALDH1A1* or *REPS2* genes. B, nuclear-to-cytoplasmic ratio of DKK-1 expression in a subset of CRC (*n* = 50) and healthy colonic mucosa (*n* = 10) as compared with DLD-1 and RKO colon carcinoma cells lacking endogenous DKK-1 expression that were infected with lentiviruses encoding *DKK-1* (DKK-1) or no ectopic gene (Mock). Mean values for each group are indicated by dashed lines (black, CRC with nuclear DKK-1 expression; orange, healthy mucosa; purple, cell lines with DKK-1 expression) and median values by solid lines.

**Table 1:** Univariate and multivariate analysis for PFS and OS of nuclear DKK-1 expression in entire cohort of CRC patients

	Univariate PFS analysis					Multivariate PFS Cox analysis					Univariate OS analysis					Multivariate OS Cox analysis				
	HR	95% CI			Significance	HR	95% CI			Significance	HR	95% CI			Significance	HR	95% CI			Significance
		Lower		Upper			Lower		Upper			Lower		Upper			Lower		Upper	
Gender					0.527					-					0.223					-
Female	1.000										1.000									
Male	1.052	0.89	to	1.23		-	-		-		1.611	0.91	to	1.48		-	-		-	
ECOG					0.484					-					0.001					0.001
0-1	1.000										1.000					1.000				
2-3	1.067	0.88	to	1.28		-	-		-		2.995	2.31	to	3.88		2.850	2.21	to	3.85	
Number of metastatic sites					0.362					-					0.018					0.004
1-2	1.000										1.000					1.000				
>2	1.125	0.87	to	1.45		-	-		-		1.515	1.07	to	2.13		1.692	1.18	to	2.42	
Prior adjuvant chemotherapy					0.001					0.118					0.003					0.118
No	1.000					1.000					1.000					1.000				
Yes	0.629	0.52	to	0.75		0.613	0.51	to	0.74		0.642	0.48	to	0.85		0.783	0.57	to	1.06	
Treatment 1st line metastatic					0.937					-					0.001					0.142
5-FU	1.000										1.000					1.000				
Oxaliplatin	1.038	0.81	to	1.33		-	-		-		0.472	0.35	to	0.62		0.752	0.59	to	1.03	
Irinotecan	0.994	0.83	to	1.18		-	-		-		0.663	0.47	to	0.91		1.021	0.71	to	1.46	
Nuclear DKK-1					0.001					0.001					0.002					0.001
No	1.000					1.000					1.000					1.000				
Yes	1.622	1.31	to	2.01		1.699	1.36	to	2.11		1.602	1.19	to	2.15		1.654	1.22	to	2.24	

## DISCUSSION

Our results show for the first time that a proportion of DKK-1 is located in the nucleus of human enterocytes and malignant epithelial cells in CRC and regulates the expression of a number of genes including several that are relevant for cancer. The location of nuclear DKK-1 in a subset of sites of active transcription indicates that it is not an essential component of the chromatin or of the basal transcriptional machinery but, rather, that it participates in the transcription of specific target genes.

In recent years, the concept has emerged that proteins that exert a function in a given subcellular compartment may play additional roles in different locations [29]. Thus, cytoskeletal and even plasma membrane proteins have been found within the cell nucleus, in some cases being involved in gene transcription [30, 31]. The mechanism of DKK-1 translocation into the cell nucleus is unknown. Although the mature DKK-1 protein (37 kDa) does not have a conventional nuclear localization signal, it has been proposed that small molecules including proteins of molecular mass up to 40 kDa may enter the nucleus by passive diffusion [32] or be imported by interaction with other proteins that contain a functional nuclear localization signal [33].

The presence of a fraction of DKK-1 within the nucleus controlling gene expression might contribute to explain the recently proposed role of DKK-1 to inhibit colon cancer-initiating cell growth through mechanisms other than the blockade of the Wnt/β-catenin signaling pathway [34]. Curiously, the inhibition of cell proliferation observed in mouse intestinal crypts by forced expression of exogenous Dkk-1 has been interpreted as the requirement of Wnt/β-catenin signaling [35]. Likewise, increased proliferation of colon epithelial cells upon reduced expression of Dkk-1 has been associated with increased transcriptional activity of β-catenin [36]. Our data, however, provide an alternative explanation for the β-catenin-independent growth inhibitory effects of DKK-1 in DLD-1 colon carcinoma [8], H28 and MS-1 mesothelioma [7] and HeLa cervical cancer [37] cells.

Recently, it has been demonstrated that colorectal cancer cells can respond to exogenous and autocrine Wnt ligands that further activate the Wnt/β-catenin signaling pathway despite having mutations that stabilize β-catenin [38]. Therefore, the idea that extracellular Wnt inhibitors have novel functions based on the earlier assumption that mutations in APC or β-catenin would render cells completely independent of canonical Wnt/β-catenin signaling needs to be re-evaluated. Our data show that DKK-1 does not affect β-catenin/TCF transcriptional activity in *APC/KRAS* mutant DLD-1 cells (Supplementary Fig. S3A) and we propose that nuclear DKK-1 plays an important functional role in these cells, as well as *in vivo*. However, we cannot rule out effects of extracellular DKK-1 mediated through LRP5/6 binding at the plasma membrane.

The apparent paradoxical behavior of DKK-1 as a tumor suppressor and an inducer of chemoresistance may be explained by its distinct roles in the cytoplasm and nucleus and the non-synchronous loss of its expression in both cell compartments. The decrease in nuclear DKK-1 found at early stages may facilitate tumor progression based on the results of the ChIP analysis: nuclear DKK-1 regulates genes with antiproliferative action (i.e., *NRG1, NRG3, MAP2K3, PREX2, FAM5*B) and involved in apoptosis (i.e., *BCL2A1, DAPK1*) (GSE31170), which may add to the action of extranuclear DKK-1 inhibiting β-catenin target genes such as *c-MYC* or *CCND1*/cyclin D1. 

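Each of the 7 genes named from the ChIP analysis had 1 site in the list of specific binding sites, in an intron for all but FAM5B. The NRG1 site was on chromosome 8 from 31901352 to 31901759, 284745 bp downstream of the start of a 1103502 bp transcript and 283566 bp from the nearest exon that the authors' list gives. The NRG3 site was on chromosome 10 from 83627843 to 83628190, with its centre 593 bp downstream of the transcript start. The MAP2K3 site was on chromosome 17 from 21149554 to 21150265. The PREX2 site was on chromosome 8 from 69265656 to 69266351, within the part of chromosome 8 beyond 65 Mb where peaks were most frequent, and the PREX2 transcript held 8 peaks against DLD-1/Mock and 7 against input. The BCL2A1 site was on chromosome 15 from 78042943 to 78043248, and the DAPK1 site on chromosome 9 from 89426802 to 89427335, 15343 bp from the nearest exon. The sites held 13 tags (BCL2A1) to 26 tags (MAP2K3). Fold enrichment for NRG3, BCL2A1 and DAPK1 was 10.14 against both controls. It was 10.91 against DLD-1/Mock and 10.98 against input for NRG1, 10.24 and 10.13 for MAP2K3, and 11.82 against both for PREX2, which had the highest score of the 7 (83.2). The fold enrichment of PREX2 lay within the counting interval of the 12 tags at the summits of NRG3, BCL2A1 and DAPK1. The FDR given by MACS for the 7 sites was between 35.53% and 52.17% against DLD-1/Mock and between 68.84% and 100% against input. The lists give positions of tag enrichment in the DLD-1/DKK-1 library and carry no measure of expression of these genes. From the ChIP analysis, the paper states that nuclear DKK-1 regulates these antiproliferative and apoptosis genes, and on that basis proposes that a decrease in nuclear DKK-1 at early stages may facilitate tumor progression.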

At later stages in human tumors, systemic therapy can cause the selection of tumor cells with high nuclear DKK-1 that by inducing genes such as *ALDH1A1* and *REPS2* may be responsible for chemoresistance. Thus, DKK-1 seems to have a dual action in colon cancer, that is analogous to that of transforming growth factor (TGF)-β [39, 40], a suppressive action at early stages, by inhibiting cell proliferation by both Wnt-dependent and -independent mechanisms, and a tumor promoting action at later stages of progression, by inducing chemoresistance.

The induction by DKK-1 of *ALDH1A1* and *REPS2* genes that are involved in cellular detoxification explains the co-expression of nuclear DKK-1 and these target genes in tumors of patients with poor outcome after chemotherapy. Thus, *ALDH1A1* and *REPS2* (mutated in 14/700, (2%) of colon tumors, and in 4/700, (0.57%) of colon tumors, respectively; Cosmic database) seem to be major mediators of nuclear DKK-1 effects. The precise mechanism by which DKK-1 induces *ALDH1A1* remains to be elucidated. In mouse osteosarcoma cells, Dkk-1 has been recently shown to activate ALDH1 via the non-canonical Jun-mediated Wnt pathway [41], which however is not affected in our human CRC cells. For REPS2, the coincidence of transcriptomic and ChIP-Seq analyses indicates a direct transcriptional regulation by DKK-1.

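The specific binding site at REPS2 was 599 bp wide and was assigned to the RefSeq transcript NM_001080975, which the authors' list places on the plus strand of chromosome X from 16874735 to 17081323 with 18 exons. The centre of the site was 76149 bp downstream of the transcript start, and the nearest exon was 271 bp away. No other peak was called within this transcript in either full list. Its 10.14-fold enrichment was the same against both controls. The FDR of 33.17% against DLD-1/Mock was the lowest of any of the 6631 peaks of that list, and against input it was 100%. The FDR did not fall steadily with the score, so its lowest value does not make REPS2 the strongest peak. REPS2 had a score of 88.5 against DLD-1/Mock. IQGAP2 had a score of 91.5 with an FDR of 35.24%, and the specific site with the highest score (396.7) had an FDR of 100%. For ALDH1A1 and AKR1C3 no specific binding site was listed by symbol. The full lists were not searched at these genes, since no annotation of hg18 was used here. From the presence of REPS2 both among these sites and in the transcriptomic study, the paper concludes that DKK-1 regulates REPS2 directly.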

A number of recent studies propose an important role of ALDH1A1 in the response to chemotherapy of patients with colon cancer or other neoplasias. Thus, colon cancer stem cells secrete high levels of ALDH1A1 that cause extracellular detoxification of maphosphamide [23] and ALDH1A1 also confers resistance of COLO 205 cells to cyclophosphamide [42]. Consistently, ALDH1A1 expression in colorectal adenoma is associated with a higher risk of metachronous adenoma independent of adenoma size or histopathology [43]. CRC patients with circulating tumor cells expressing ALDH1, survivin and MRP5 have shorter PFS [44], and ALDH1A1 rs1342024 polymorphism associates with shorter time to tumor recurrence [26]. ALDH1A1 is also associated with worse PFS and OS in clear cell renal cell carcinoma [45] and breast cancer patients treated with neo-adjuvant chemotherapy [46]. Moreover, ALDH1A1 expression associates with chemoresistance of cultured and xenografted ovarian cancer and pancreatic adenocarcinoma cells [47, 48]. Likewise, gastric cancer cells with high level of ALDH1A1 expression are more resistant to 5-FU and *cis*-diamminedichloroplatinium than those cells with lower level [49].

Our group has previously reported that *DKK-1* gene expression is downregulated in colon cancer as compared to healthy adjacent tissue [50] and that this is partially due to promoter methylation of the gene in advanced stages of progression (Dukes' C and D) [8]. Those studies were performed assessing the relative amount of *DKK-1* RNA in healthy vs. tumor tissue. In view of our current work, it is not only the amount but also the location of DKK-1 that matters, so we suggest that future assessments of DKK-1 status, at least in CRC, must be performed by immunodetection procedures.

We previously established that the half-life of *DKK-1* RNA is 2.0 h in SW480-ADH cells [9] and it has been reported to be 2.3 h in HeLa cells [51] and 2.25 or 1 h in SW480 cells depending on the culture medium [52]. We are not aware of any study of DKK-1 protein stability and do not know whether nuclear and extranuclear DKK-1 protein differ in half-life.

In summary, we provide evidence for unpredicted, Wnt-independent gene regulatory activity of DKK-1 within the nucleus that is associated with chemoresistance and decreased survival in CRC patients. Our findings may help to clarify the role of DKK-1 as a tumor suppressor or metastasis promoter [21]. Discrepancies and conflicting data present in the literature may depend not only on the type of cancer but, at least in colorectal neoplasias, also on the location of DKK-1 protein and the stage of tumor progression: the presence of DKK-1 within the cell nucleus seems to be specifically responsible for drug resistance and so, the analysis of the subcellular distribution of DKK-1 is warranted. We propose nuclear DKK-1 as a biomarker for predicting benefit to systemic therapy in metastatic CRC.

## METHODS

### Cell culture

SW480-ADH, DLD-1 and RKO cells were cultured in DMEM supplemented with 10% fetal calf serum (FCS) (both from Invitrogen). Cell lines were originally obtained from the American Type Culture Collection (ATCC) and authenticated using the *GenePrint*® 10 System (Promega), which allows co-amplification and three-color detection of ten human *loci*: TH01, TPOX, vWA, Amelogenin, CSF1PO, D16S539, D7S820, D13S317, D21S11 and D5S818. Short Tandem Repeats profiles were sent for comparison against cell line datebases (ATCC, DSMZ). Last test was done on February 2014. Immortalized mouse neonatal hepatocytes were provided by Dr. A. Martínez (Instituto de Investigaciones Biomédicas, Madrid). For transfection we used the jetPEI reagent (PolyPlus Transfection). *Firefly* (Luc) and *Renilla reniformis* luciferase (Rluc) activities were measured separately using the Dual Luciferase kit (Promega). Luc activity was normalized to Rluc activity. All experiments were performed at least in triplicate. To study β-catenin transcriptional activity we used the TOPFlash and FOPFlash plasmids provided by Dr. H. Clevers (Utrecht, The Netherlands).

### Subcellular fractionation

Whole-cell extracts were obtained in RIPA buffer as described elsewhere [53], and cytosolic and nuclear fractions were obtained as reported [54]. Protein concentration was measured using the Bio-Rad DC protein assay kit.

### Patients

Formalin-fixed paraffin-embedded 3 μm tissue sections from human non-pathological colon (*n* = 16) and small intestine (*n* = 16), colorectal adenomas (*n* = 76) and primary tumors from metastatic colorectal (mCRC) patients (*n* = 699) were retrieved from Fundación Jiménez Díaz Biobank. Tumor specimens were retrospectively selected from consecutive mCRC patients (1998-2009), which had fulfilled the following criteria: adenocarcinoma, metastatic disease, no neoadjuvant therapy, available tissue and clinical follow up. Demographic data are shown in Supplementary Table S1. Clinical data and follow up were collected from medical clinical records by medical oncologists. The study was approved by the Ethics Committee of the institution (PIC 23/2012).

### Immunofluorescence, immunohistochemical and confocal microscopy analyses of human tissues and cultured cells

Staining of human tissues was performed as described [50] using anti-DKK-1 (Cell Signaling Technology, #4687; Santa Cruz Biotechnology, sc-14949), anti-ALDH1A1 (R&D Systems, MAB5869, clone 703410), anti-REPS2 (Novus Biologicals, NBP1-80891), anti-AKR1C3 (Abcam, ab170530), and anti-chromogranin A (Dako, M0869, clone DAK-A3) antibodies. DKK-1 expression was determined in primary tumors (diagnostic samples) before chemotherapy administration. Intensity for nuclear and cytoplasmic DKK-1 was scored by a computerized measurement using the Nuance FX Multispectral Imaging System (CRI Caliper Life Sciences) as described [55] by two researchers (FR and SZ). For immunofluorescence analyses, cells were rinsed once in PBS, fixed in 3.7% paraformaldehyde for 15 min at RT and rinsed once in 0.1 M glycine and twice in PBS. They were permeabilized in 0.5% Triton X-100 and then washed three times in PBS. The non-specific sites were blocked by incubation with PBS containing 1% goat serum for 30 min at RT. Next, cells were incubated with a rabbit or goat polyclonal antibodies against DKK-1 (Cell Signaling Technology, #4687; Santa Cruz Biotechnology, sc-14949), mouse monoclonal against V5-epitope (Invitrogen, R960-25) and either goat polyclonal antibodies to lamin B (Santa Cruz Biotechnology, sc-6216) or mouse monoclonal antibodies to fibrillarin (Abcam, ab4566, clone 38F3) or to TMG-cap which recognizes the 5′ cap structure of spliceosomal snRNAs (Oncogene Research Products, NA02, clone K121) diluted in PBS for 3 h at RT or overnight at 4°C. After four washes in PBS, cells were incubated with secondary antibodies for 45 min at RT, washed and mounted in VectaShield (Vector Laboratories). Confocal microscopy was performed with a LSM510 laser scanning microscope (Carl Zeiss) equipped with argon (488 nm), HeNe (543 nm) and HeNe (633 nm) ion lasers. All confocal scans were acquired with the LSM510 software using a Plan Apochromat 63x NA 1.4 objective (Carl Zeiss). For double or triple labeling experiments, images of the same confocal plane were sequentially recorded and pseudocolor images were generated and superimposed. TIFF images were further processed using Photoshop (CS3, Adobe Systems) for presentation.

### Western blotting

Western blotting analyses were performed as described [53]. Antibodies: DKK-1 (Santa Cruz Biotechnology, sc-14949; Cell Signaling Technology #4687), β-tubulin (Sigma-Aldrich, T4026), c-MYC (Santa Cruz Biotechnology, sc-40, clone 9E10), cyclin D1 (Santa Cruz Biotechnology sc-718), lamin B (Santa Cruz Biotechnology, sc-6216), V5 (Invitrogen, R960-25), β-actin (Cell Signaling Technology, #5125, clone 13E5), phospho-JNK (Cell Signaling Technology, #9251), JNK (Santa Cruz Biotechnology, sc-474), phospho-GS S641 (Cell Signaling Technology, #3891), GS (Cell Signaling Technology, #3886, clone 15B1). Specific DKK-1 antibody blocking peptide (Santa Cruz Biotechnology, Y-17P) was used for control purposes.

### *In situ* transcriptional activity

Active transcription sites were labelled by incorporation of 5′-fluorouridine (5′-FU, Sigma) into nascent RNA as described [56]. Briefly, cells were grown to subconfluence on glass coverslips. 5′-FU was added to the culture medium at 2 mM for 20 min. The cells were then fixed in 3.7% paraformaldehyde in HPEM buffer (HPEM 2x: 60 mM Hepes, 130 mM Pipes, 20 mM EGTA, and 4 mM MgCl_2_.6H_2_O) containing 0.5% Triton X-100 for 10 min. The incorporation of 5′-FU into nascent RNA was detected by incubation for 1 h at 37°C with a mouse monoclonal antibody against halogenated UTP (anti-BrdU, Sigma, clone BU-33), diluted 1:50 in PBS. The samples were then washed in 0.01 % Tween 20 in PBS, incubated for 45 min with anti-mouse FITC-conjugated secondary antibody (Jackson ImmunoResearch), and mounted with the anti-fading medium Vectashield (Vector Laboratories).

### Immunoelectron microscopy

For double immunogold electron microscopy detection of nascent RNA and DKK-1, SW480-ADH cells were cultured in the presence of 5′-FU to a final concentration of 2 mM for 20 min. Cells were fixed with 4% paraformaldehyde and 0.1% glutaraldehyde in 0.1 M cacodilate buffer for 30 min at RT. After fixation, cells were scrapped off, transferred to an eppendorf tube, and centrifuged for 10 min at 12,000 rpm in a minifuge. Cell pellets were washed with 0.1 M cacodylate buffer, dehydrated in increasing concentrations of methanol at −20°C, embedded in Lowicryl K4M at −20°C, and polymerized by ultraviolet irradiation. Ultrathin sections of 60 nm thickness were obtained by using an ultramicrotome (Ultracut UCT, Leica, Germany), mounted on nickel grids, and sequentially incubated with 0.1 M glycine in PBS for 15 min and 5% BSA in PBS for 30 min, and the primary antibodies diluted in 50 mM Tris HCl (pH 7.6) containing 1% BSA and 0.1 M glycine. The incorporation of 5′-FU into nascent RNA was detected with the mouse monoclonal anti-BrdU antibody; sections were incubated for 2 h at 37°C. After labeling for 5′-FU incorporation, ultrathin sections were incubated with a rabbit polyclonal anti-DKK1 antibody (Cell Signaling Technology, #4687) overnight at RT. Subsequently, ultrathin sections were then incubated with secondary antibodies, goat anti-rabbit or anti-mouse IgG, coupled to 10 nm or 15 nm gold particles, respectively (BioCell; diluted 1:50 in PBS containing 1% BSA). Following immunogold labeling, the grids were stained with uranyl acetate and examined under a Phillips EM208 electron microscope operated at 60 kV. As controls, ultrathin sections were treated as described above but omitting primary antibodies.

### ChIP-sequencing assay

Chromatin immunoprecipitation (ChIP) experiments were performed basically as described [57] using a DKK-1 antibody from Cell Signaling Technology (#4687). ChIP samples were processed into sequencing libraries with a ChIP-Seq sample preparation kit (Illumina) in accordance with the manufacturer's instructions. Briefly, each sample was electrophoresed on agarose gel and a fraction of 100-200 bp was taken. Extracted DNA was processed through subsequent enzymatic treatments of end-repair, dA-tailing, and ligation to adapters as in Illumina's “ChIP Sequencing Sample Prep Guide” (part # 11257047 Rev. A), with the exception that gel extraction was replaced with Agencourt AMPure XP (Beckman Coulter) bead purification. Each adapter-ligated library was PCR amplified with Illumina PE primers for 15 cycles. Independent aliquots were done with Phusion High-Fidelity DNA pol (Finnzymes Reagents) and Accuprime GC Rich pol (Invitrogen), and pooled after amplification. The resulting purified DNA libraries were applied to an Illumina flow cell for cluster generation and sequenced on the Genome Analyzer IIx (GAIIx; Illumina) following manufacturer's protocols.

Unfiltered 40 bp sequence reads were aligned against the human reference genome hg18 (NCBI build 36.1, March 2006) using Illumina's ELANDv2 algorithm on its “eland_extended” mode from within CASAVA-1.7 package. Raw sequences were defined as reads passing purity filter before genome alignment. Only the reads with a unique alignment in the reference genome (“s_N_sorted.txt” files) were used for the peak detection, which was performed with MACS (Model-based Analysis of ChIP-Seq). Peaks were called selecting default parameters for *P* value cut-off (default 1e-5) and modelfold (10, 30) for high-confidence fold-enrichment, where genomic DNA of mock and input samples were used as negative controls. The experimental settings, sequences and analysis protocols of the ChIP-seq experiment are deposited in GEO accession no. GSE31170.

### Gene expression analysis

Microarray analyses were performed using RNAs obtained from three independent dishes of DLD-1/Mock and DLD-1/DKK-1 cells that were treated with doxycyclin (10 μg/ml) for 24 h. Total cellular RNA was isolated using the RNeasy kit (Qiagen) according to supplier's specifications. The quantity and quality of the total RNAs obtained were determined using 6000 Nano Chips (Agilent Technologies). Total RNA samples were then processed for hybridization on Gene Chip Human Gene 1.0 ST Array (Affymetrix) using standard Affymetrix protocols at the Genomics and Proteomics Facility of Centro de Investigación del Cáncer (Salamanca, Spain).

Analysis for differential expression was performed using the R platform for statistical analysis (R Foundation for Statistical Computing, Vienna) and several packages from the Bioconductor project (http://www.bioconductor.org/). The raw data were imported into R and preprocessed using the *affy* package and the robust multichip average method. To identify differentially expressed genes, we used the *limma* package. Correction for multiple testing was accomplished by controlling the FDR using published methods [58]. The experimental settings and raw data obtained in this experiment are deposited in GEO accession no. GSE35272.

### Statistical analysis

Statistical analyses were conducted using SPSS v13.0 (SPSS Inc, Chicago, IL). All reported P values are two-sided. Prognostic and predictive effects were assessed using as clinical endpoints progression-free survival (PFS) and overall survival (OS) from metastatic event. PFS was calculated from the date of diagnosis of metastatic disease to the date when progression was confirmed. OS from metastatic event was determined as the time elapsed from the date of metastasis diagnosis to the date of death from any cause or the date of last follow-up. The prognostic analysis considered the influence of factors in all patients using simple Cox proportional hazards modeling on PFS and OS, and in multivariable models adjusting for other prognostic factors in this population. Kaplan-Meier curves were also plotted. For the predictive analysis, Cox proportional hazards models were used to estimate hazard ratios (HRs) with 95% CIs for metastatic treatment received stratified by factor status. This work was performed in accordance with Reporting Recommendations for Tumor Marker Prognostic Studies (REMARK) guidelines [59]. *In vitro* results were expressed as mean ± SD unless otherwise specified. ANOVA test was used for analysis of DKK-1 and target genes in human samples.

## SUPPLEMENTARY MATERIAL, FIGURES AND TABLE

# Supplementary material for: Nuclear DICKKOPF-1 as a biomarker of chemoresistance and poor clinical outcome in colorectal cancer
**Source:** Oncotarget. 2015 Feb 28;6(8):5903–17. doi: 10.18632/oncotarget.3464
**Supplement:** Supplementary file 1

## **Nuclear DICKKOPF-1 as a biomarker of chemoresistance and poor clinical outcome in colorectal cancer**

### **Supplementary Material**

#### **Identification of nuclear DKK-1 by liquid chromatography-Mass spectrometric analysis**

We performed a proteomic analysis of the electrophoretic band obtained after immunoprecipitation of nuclear extracts from SW480-ADH cells expressing an exogenous V5-tagged DKK-1 construct. The SDS-PAGE gel bands were cut and digested using modified porcine trypsin (Promega). Digests were analyzed on an Esquire Ultra IT mass spectrometer (Bruker), coupled to a nano-HPLC system (Proxeon). Peptide mixtures were initially concentrated on a 300 mm id, 1 mm PepMap nanotrapping column and subsequently loaded onto a 75 mm id, 15 cm PepMap nanoseparation column (LC Packings). An acetonitrile gradient (0-40% ACN/0.1% formic acid in water, in 45 min, flow rate ca. 300 nL/min) was used to elute the peptides through a PicoTip emitter nanospray needle (NewObjective) onto the nanospray ionization source of the IT mass spectrometer. MS/MS fragmentation (1.9 s, 100–2800 m/z) of two of the most intense ions was carried out, as detected from a 1.2 s MS survey scan (310–1500 m/z), using a dynamic exclusion time of 1.2 min for precursor selection and excluding single-charged ions. An automated optimization of MS/MS fragmentation amplitude, beginning at 0.60 V was used. Proteins were identified using Mascot (Matrix Science) to search the Swiss-Prot 57.9 database. MS/MS spectra were searched with a precursor mass tolerance of 0.4 Da, fragment tolerance of 0.7 Da, trypsin specificity with a maximum of 1 missed cleavage, cysteine carbamidomethylation set as fixed modification and methionine oxidation as variable modifications. Positive identification criterion was set as an individual Mascot score for each peptide MS/MS spectrum higher than the corresponding identity threshold score.

## **Quantitative RT-PCR (qRT-PCR)**

Total RNA was extracted from cells with the RNeasy mini kit (Qiagen). Complementary DNA was synthesized from 0.5 µg of total RNA using the ImProm-II Reverse Transcription System (Promega). qPCR was performed using the 7500 StepOne Plus Real-Time PCR System and the Taqman Gene Expression Master Mix (Applied Biosystems) and a C1000™-CFX384 Thermal Cycler Real-Time System apparatus (Bio-Rad). Thermal cycling was initiated with a denaturation step at 95°C for 10 min and consisted of 40 cycles (denaturation at 95°C for 10 s, annealing and elongation at 60°C for 60 s). Taqman probes (Applied Biosystems) used: AKR1C3 (Hs00366267\_m1), ALDH1A1 (Hs00946916\_m1), TGFB2 (Hs00234244\_m1), REPS2 (Hs00190932\_m1), GSDMA (Hs00937853\_m1), SAMD9 (Hs\_00415836\_m1), SLPI (Hs00268204\_m1), and IQGAP2 (Hs00183606\_m1). The expression levels were normalized to the levels of ribosomal protein control RPLPO (Taqman probe set 4310879E). All experiments were performed in triplicate. Human samples: RNAs were purified from formalin-fixed paraffin-embedded samples human non-pathological colon ( $n = 10$ ), and from primary tumors ( $n = 12$ ) and liver metastasis ( $n = 13$ ) of mCRC patients.

## **Construction of the *DKK-1* lentiviral vector and production of lentiviral particles**

The Tet-On inducible lentiviral vector was based on the pRRL-cPPT-hPGK-mcs-WPRE with the reporter gene MuSEAP encoded under the control of the hPGK promoter (kindly provided by Dr. O. Danos, University College, London). To introduce the sequence of IRES-eGFP the MuSEAP was excised using MluI/EcoRV enzymes. The IRES-eGFP sequence was amplified from an intermediate vector, and restriction sites were introduced by PCR (forward 5' acgcacgcgtgccctctccctccc 3'; reverse 5' acgcgatatctcgagtgcggccgcttta 3'), and then inserted into MluI/EcoRV sites. For the hDKK1-IRES-eGFP the cloning was done in two steps: first we introduced the hDKK1 sequence from the pCDNA3.1/V5HisA plasmid, into an

intermediate vector pENTR1A-IRES-eGFP, and restriction sites Sall/BamHI as well as a stop codon after the V5 sequence, were introduced by PCR (forward 5' acgcgtcgacatgatggctctgggcgcagc 3'; reverse 5' acgcggatccttacgtagaatcgagaccga 3'). Secondly, and using the same strategy used for IRES-eGFP, the full sequence of hDKK-1-V5-pIRES-eGFP was amplified and restriction sites introduced by PCR (forward 5' acgcacgcgtatgatggctctgggcgc 3'; reverse 5' acgcgatatctcgagtgcggccgcttta 3'), and inserted into MluI/EcoRV sites. Lentiviruses were produced as previously described [1] For transduction of target cells, lentiviruses at a multiplicity of infection of 10-60 were added to the culture medium in the presence of 8 µg/ml polybrene (Sigma-Aldrich) for 8 h, typically yielding more than 95% transduced (GFP-positive) cells. For DKK-1 expression, transduced cells were cultured in the presence of doxycyclin (10 µg/ml).

#### Supplementary references

1. Punzón I, Criado LM, Serrano A, Serrano F, Bernad A. Highly efficient lentiviral-mediated human cytokine transgenesis on the NOD/scid background. *Blood*.2004; 103:580-582.

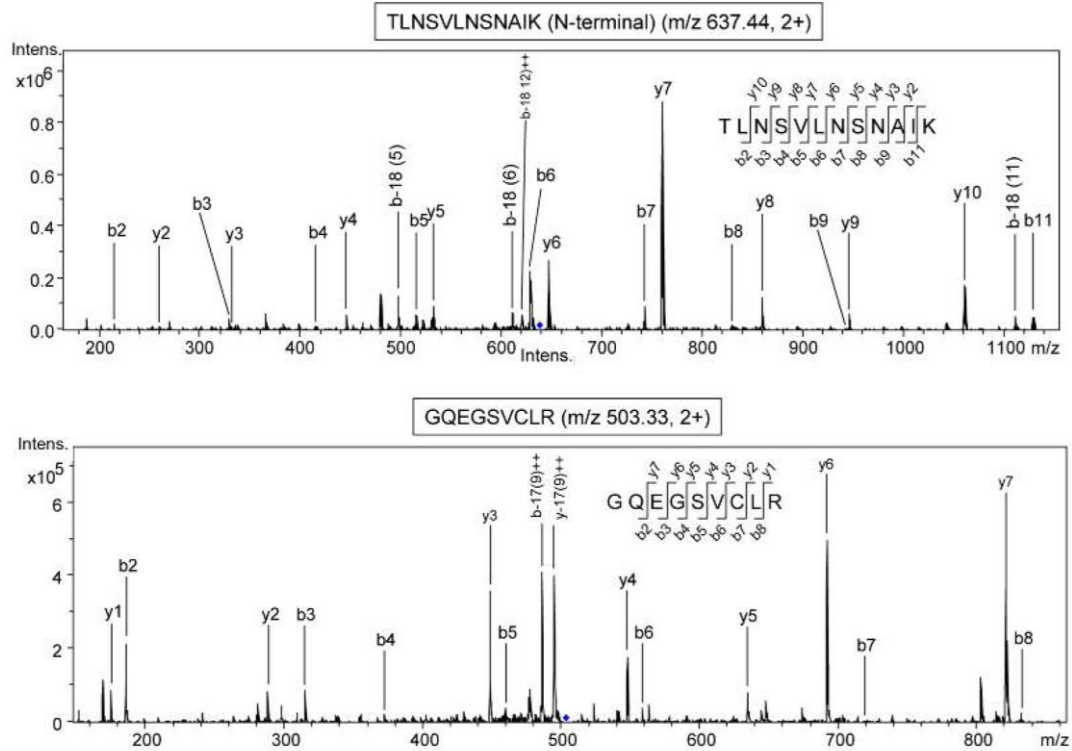

**Supplementary Figure S1:** Identification of the nuclear form of DKK-1 by mass spectrometry analysis. Annotated fragmentation mass spectra matching to the sequences of peptides spanning positions 32-43 (upper panel) and 183-191 of DKK-1\_HUMAN sequence (lower panel). The sequence identified in upper panel corresponds to the N-terminal of the mature protein chain.

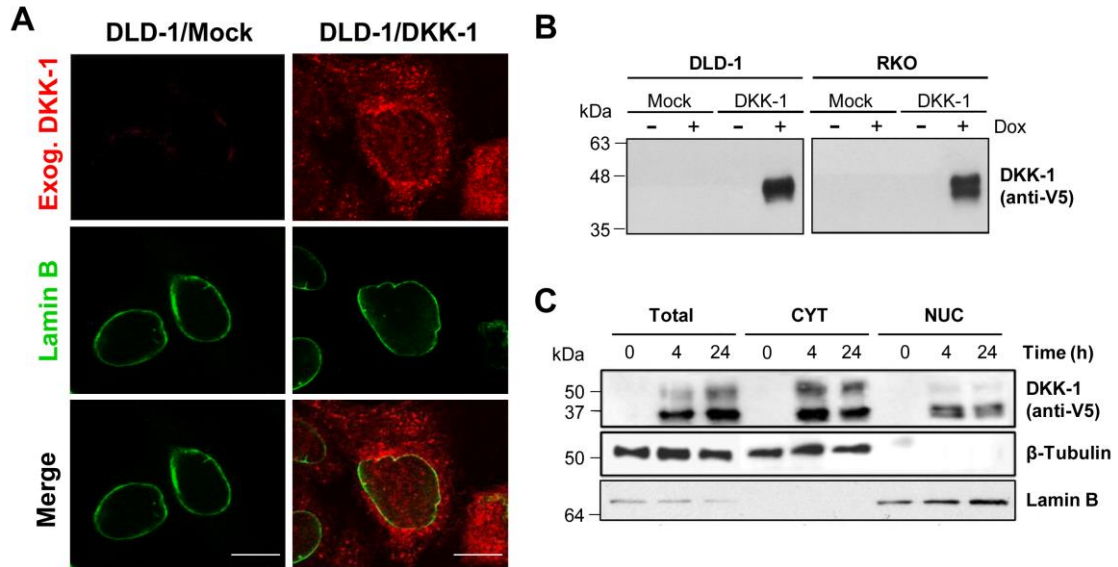

**Supplementary Figure S2:** Inducible ectopic DKK-1 expressed in DLD-1 cells is partially nuclear. A, representative images of DLD-1/Mock and DLD-1/DKK-1 cells after 24 h doxycyclin treatment showing cytoplasmic and nuclear DKK-1 immunofluorescence in the latter. Exogenous DKK-1 was detected with an anti-V5 antibody (Invitrogen, R960-25). Scale bars: 10  $\mu$ m. B, expression of DKK-1 protein in the conditioned medium of DLD-1/Mock, DLD-1/DKK-1, RKO/Mock, and RKO/DKK-1 cells after 24 h doxycyclin treatment (10  $\mu$ g/ml) by western blot analysis. C, expression of DKK-1 protein in total, cytoplasmic (CYT) and nuclear (NUC) fractions of DLD-1/DKK-1 cells at different times after doxycyclin treatment by western blot analysis. Lamin B and  $\beta$ -tubulin were used as nuclear and cytoplasmic markers, respectively. Nuclear fractions were concentrated ten times.

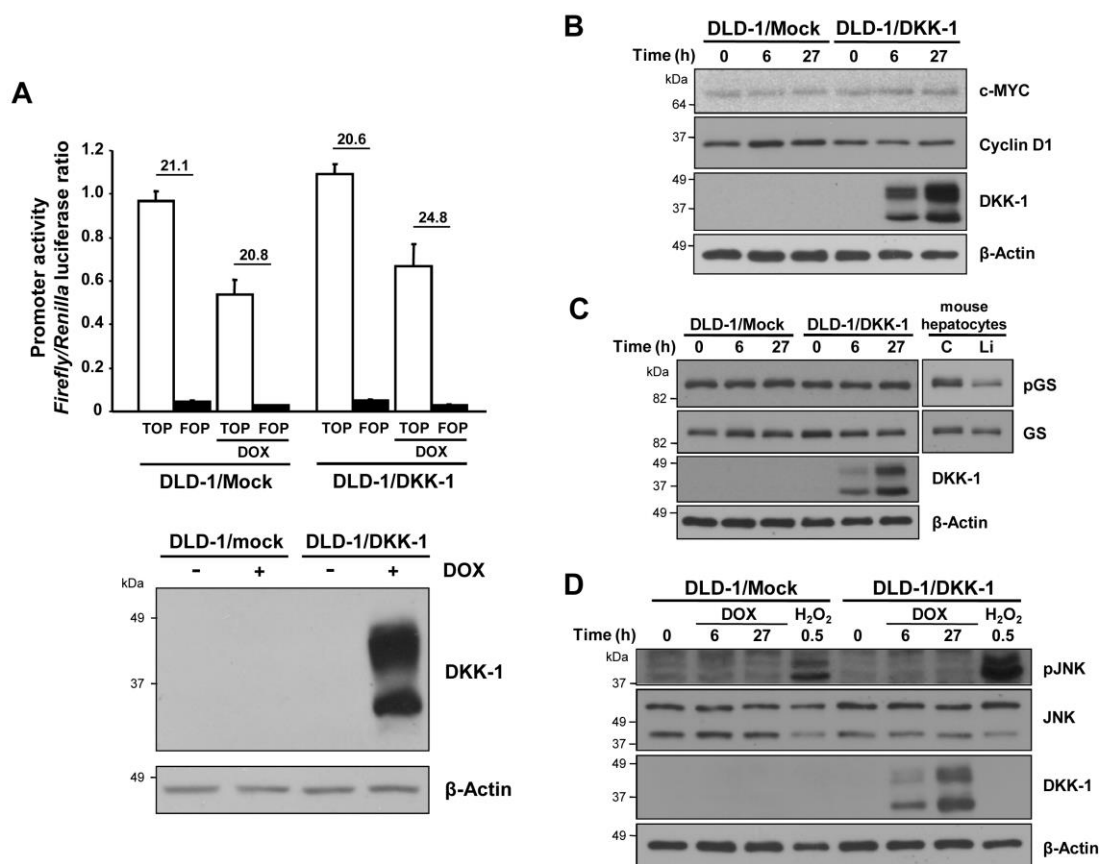

**Supplementary Figure S3:** DKK-1 expression did not affect canonical/ $\beta$ -catenin transcriptional activity or non-canonical Wnt signaling in DLD-1 cells. A, upper panel,  $\beta$ -catenin transcriptional activity in DLD-1 cells transfected with either TOPflash or FOPflash reporters and treated with doxycyclin (10  $\mu$ g/ml, 48 h) as indicated. Lower panel, expression of DKK-1 protein analysed by western blot.  $\beta$ -Actin was used as loading control. B, expression of  $\beta$ -catenin targets c-Myc and cyclin D1 proteins in DLD-1/Mock and DLD-1/DKK-1 cells by western blot analysis. C, GSK-3 $\beta$  activity in DLD-1/Mock and DLD-1/DKK-1 cells. Levels of total and phospho-Ser<sup>641</sup>-glycogen synthase (GS) measured by western blot analysis. Extracts from immortalized mouse neonatal hepatocytes treated with the GSK-3 $\beta$  inhibitor LiCl were used as control. D, levels of total and phosphorylated JNK in DLD-1/Mock and DLD-1/DKK-1 cells by western blot analysis.

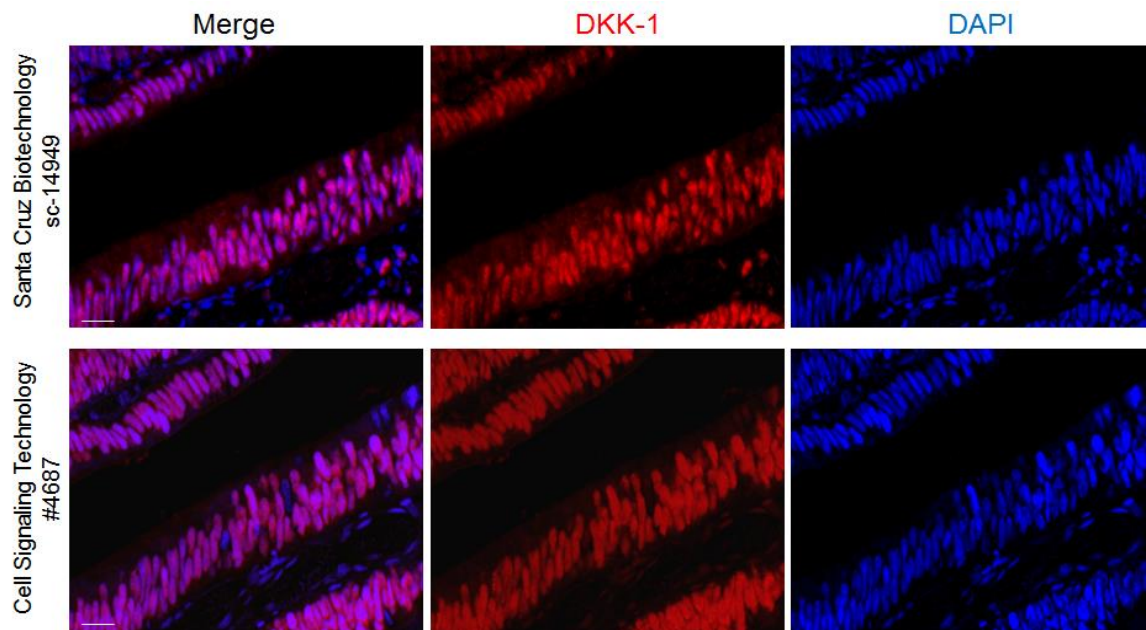

**Supplementary Figure S4:** Immunofluorescence analysis of DKK-1 expression in a well-differentiated colon carcinoma using two different commercial antibodies. The pattern of DKK-1 expression, nuclear and cytosolic, is the same for both antibodies. Scale bars: 10  $\mu\text{m}$ .

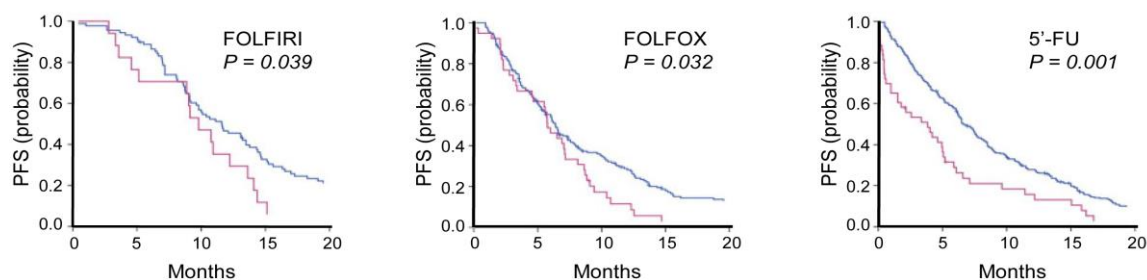

**Supplementary Figure S5:** Association of nuclear DKK-1 with worse PFS (Kaplan-Meier curves) of CRC patients who received specific chemotherapy regimens (FOLFOX, FOLFIRI, 5'-FU). Red curves: patients with nuclear DKK-1 expression; blue curves: absence of nuclear DKK-1 expression.

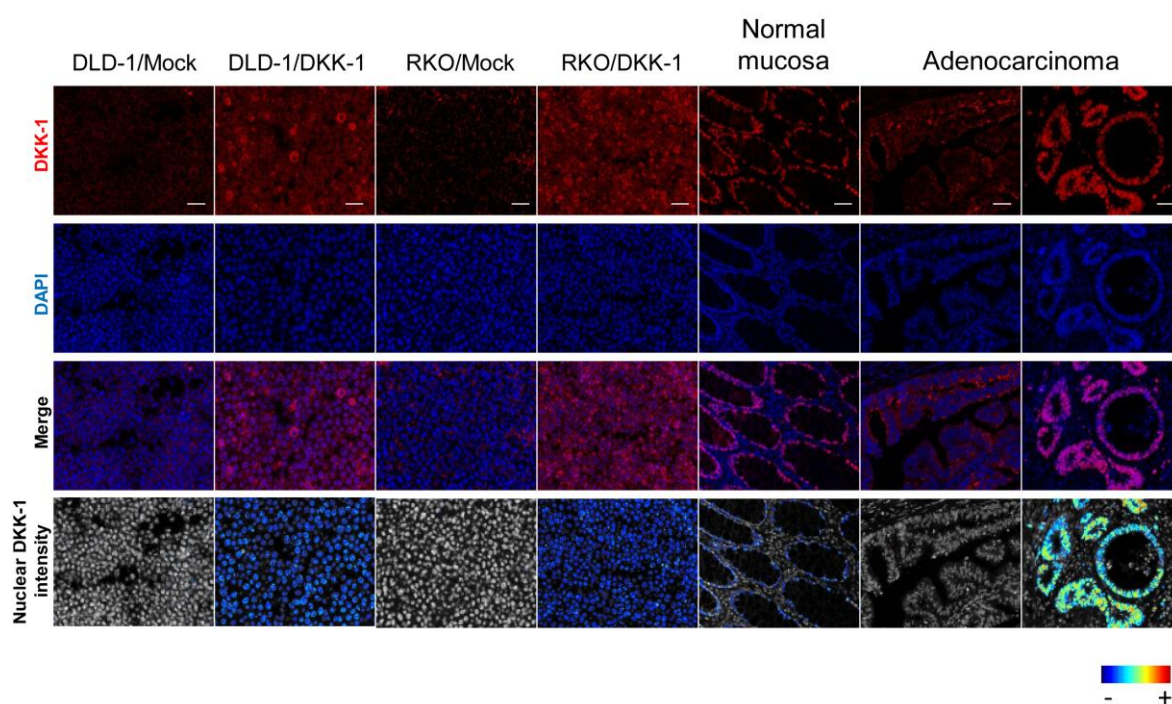

**Supplementary Figure S6:** Immunofluorescence analysis of DKK-1 expression in DLD-1/Mock, DLD-1/DKK-1 RKO/Mock and RKO/DKK-1 cells and, for comparison, in healthy colon mucosa and two CRC tumors expressing cytoplasmic DKK-1 and either absence or intense nuclear DKK-1 expression. Nuclear DKK-1 intensity was quantified by analysis of expression in nuclear masks. Scale bars: 25  $\mu$ m.

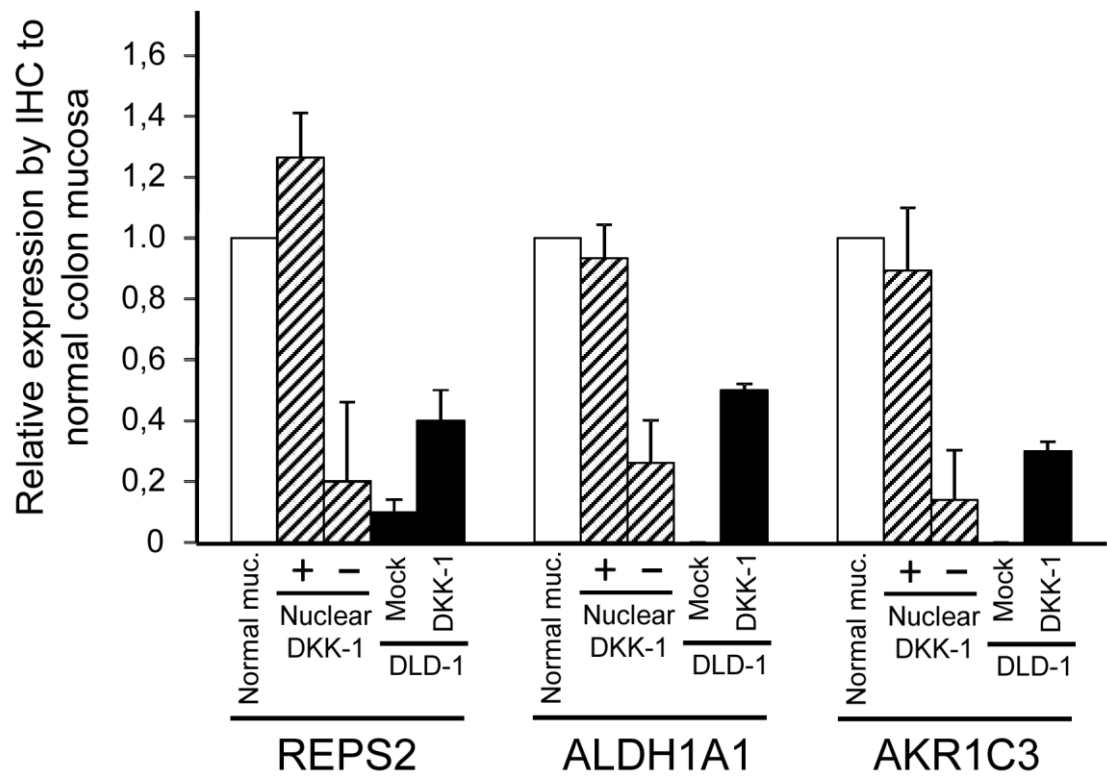

**Supplementary Figure S7:** Immunohistochemistry analysis of the expression of ALDH1A1, REPS2 and AKR1C3 proteins in human colon tumors expressing or not nuclear DKK-1, and in DLD-1/Mock and DLD-1/DKK-1 cells, as compared with colon healthy mucosa.

**Supplementary Table 1:** Demographic data of entire cohort of mCRC patients and DKK-1 expression

|                               |             | Nuclear DKK-1 expression |      |          |      | Significance |
|-------------------------------|-------------|--------------------------|------|----------|------|--------------|
|                               |             | Negative                 |      | Positive |      |              |
|                               |             | N                        | %    | N        | %    |              |
| Age, years                    |             |                          |      |          |      |              |
|                               | Median      | 68                       |      | 68       |      |              |
|                               | Range       | 24-88                    |      | 33-89    |      |              |
| Gender                        |             |                          |      |          |      | 0.031        |
|                               | Male        | 375                      | 62.9 | 52       | 50.5 |              |
|                               | Female      | 221                      | 37.1 | 51       | 49.5 |              |
| ECOG                          |             |                          |      |          |      | 0.643        |
|                               | 0-1         | 463                      | 77.7 | 80       | 77.7 |              |
|                               | 2-3         | 133                      | 22.3 | 23       | 22.3 |              |
| Number of metastatic sites    |             |                          |      |          |      | 0.801        |
|                               | 1-2         | 536                      | 89.9 | 94       | 91.2 |              |
|                               | ≥2          | 60                       | 10.1 | 9        | 8.8  |              |
| Liver metastases only         |             |                          |      |          |      | 0.038        |
|                               | No          | 356                      | 59.7 | 71       | 68.9 |              |
|                               | Yes         | 240                      | 40.3 | 32       | 31.1 |              |
| Prior adjuvant chemotherapy   |             |                          |      |          |      | 0.689        |
|                               | No          | 442                      | 74.2 | 81       | 78.6 |              |
|                               | Yes         | 154                      | 25.8 | 22       | 21.4 |              |
| Treatment 1st line metastatic |             |                          |      |          |      | 0.811        |
|                               | 5-FU        | 325                      | 54.5 | 56       | 54.4 |              |
|                               | Oxaliplatin | 174                      | 29.2 | 31       | 30.1 |              |
|                               | Irinotecan  | 79                       | 13.3 | 16       | 15.5 |              |
|                               | No therapy  | 18                       | 3.0  | 0        | 0.0  |              |

How the deposited data were processed for this re-analysis (not part of the article)

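The ChIP-seq experiment had 3 libraries in 3 conditions, the DLD-1/DKK-1 immunoprecipitate, the DLD-1/Mock immunoprecipitate and a pool of input DNA, with 1 library per condition. Conditions were taken from the sample records and the paper's text. The antibody differs between these sources, a DKK-1 antibody in the Methods and an antibody against the V5 tag in the records of both immunoprecipitates, and the materials examined did not settle it.

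The authors aligned 40 bp reads to hg18 (NCBI build 36.1) with ELANDv2 in CASAVA 1.7, kept reads with a unique alignment and called peaks with MACS 1.4.0beta. According to the headers, MACS used an effective genome size of 2700000000 bp, a band width of 150 bp, a model fold of 10 to 30, a P value cut-off of 1e-05, a fragment size of 150 bp, regional backgrounds of 1000 and 10000 bp and at most 2 tags per position. The number of tags in each peak is a count that the authors deposited without normalization. The score is 10 times the −log10 of the Poisson P value, deposited by the authors as MACS wrote it. Fold enrichment is the ratio, in the authors' lists, of the tags at the summit to the tags expected from background and control. The FDR is a percent that the authors' peak caller derived by exchanging ChIP and control. Peaks were called on single libraries, without pooling of immunoprecipitates. The Methods give the default P value cut-off and a model fold of 10 to 30 for high-confidence fold enrichment, with mock and input as negative controls. The specific sites were found here to be the peaks shared by both lists with a fold enrichment of at least 10 against each control.

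The depth after removal of duplicates was 21312041 tags for DLD-1/DKK-1, 24151009 for DLD-1/Mock and 27723787 for input. With a genome-wide background of 1.18 tags per fragment length, most peaks rest on few tags, and 12 tags have a 95% Poisson interval of 6.20 to 20.96. This interval makes no allowance for the selection of peaks. No test between conditions was made, since there were no replicates and peaks are not replicates.

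Lists were read and intersected in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Peaks were counted as shared with at least 1 bp in common. The share of sites with a gene has a Wilson interval, which describes the list. Genes, transcripts and exons were those of the authors' list, since no annotation of hg18 was used here. The symbols of Fig. 4A were matched as written and, as an alternative, through older and newer symbols of the RefSeq annotation of GRCh38.p14, where 25 of the 26 were found. Of the 82 genes of the sites, 77 were found there. Of the coordinates of that assembly, only the order of PRKG1 and DKK1 was used. The overlap functions were tested on 3000 simulated peaks, and recovered all 1200 that had been made to overlap and all 700 that had been made to overlap by 50% of both intervals.

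The genes and sites described were chosen by a rule fixed before the data were examined, namely every gene the paper names as a ChIP-seq target, the genes of Fig. 4A and Fig. 4C and DKK1 where a peak lies in them, and the 5 specific sites with the smallest MACS P value. The alternatives tried were a P value of 1e-10, a fold enrichment of 10, an FDR of 5%, chromosomes 1 to 22 and X only, merging of sites within 1000 bp, the median width, leaving out the widest 1%, reciprocal overlap of 50%, summits within 100 bp, sites overlapping their transcript and other gene symbols. Microarray, qRT-PCR and tumor measurements were not analysed here.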

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

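The tests in this part were chosen after the counts had been seen.

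Beyond the 200 specific binding sites, 2989 peaks were called against both DLD-1/Mock and input, a signal in peaks that the paper does not discuss. By construction, each of these peaks had a fold enrichment below 10 against DLD-1/Mock, input or both. In a single list some exceeded every specific site, with up to 17.06 against DLD-1/Mock where the specific sites reached 15.11. Weaker P values in every one of the 2989 peaks are argued against, since 34.5% of them (1031 peaks) had a score against DLD-1/Mock at or above the median of the specific sites. Most of the 2989 peaks lay below that median, so weaker P values for the group as a whole are not argued against. The FDR of the full lists, at least 33.17% against DLD-1/Mock and 65.44% against input, leaves open how many of the shared peaks are background. Both lists use the same DLD-1/DKK-1 library, so a chance excess of tags in that library appears in both, and a peak in both lists is not a replicate observation. Without a second immunoprecipitate, binding of DKK-1 and background were not separated.

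On chromosome 8, 966 peaks were called against both controls in addition to the 49 specific sites there. The density on this chromosome, per Mb between its first and last peak, was 14.4 peaks against DLD-1/Mock and 10.3 against input. The other chromosomes apart from Y had a median of 1.22 and at most 4.53 against DLD-1/Mock, and a median of 1.17 and at most 2.50 against input. The excess was not limited to chromosome 8. Against DLD-1/Mock, chromosome 7 had 704 peaks (4.53 per Mb), chromosome 9 had 613 (4.43 per Mb) and chromosome 10 had 372 (2.75 per Mb), and against input they had 2.11, 2.36 and 2.50 per Mb. Chromosome Y was left out, since it had 0 peaks against DLD-1/Mock and 4 against input, which lay close together. Beyond 65 Mb, a boundary chosen from the plotted counts, lay 1897 peaks against DLD-1/Mock and 1306 against input. A few loci with many peaks are argued against, since 0 of the 81 windows of 1 Mb were without a peak against DLD-1/Mock. Peaks of low fold enrichment as the whole source are argued against as well. The segment's 81 Mb are 3% of the effective genome size, and it held 30.1% (95% Wilson interval 26.6% to 33.9%) of the 605 peaks against DLD-1/Mock with a fold enrichment of at least 10 and 20.7% (17.4% to 24.5%) of the 507 such peaks against input. Its share of all peaks was 28.6% against DLD-1/Mock and 24.7% against input. Among peaks with a P value of 1e-10 or less the share was higher, at 54.5% against DLD-1/Mock and 31.0% against input. At a fold enrichment of at least 10 it was lower than among all peaks in the list against input and not in the other. A candidate explanation is that the DLD-1/DKK-1 cells carry extra copies of the segment and contributed to the input pool, which would raise the local input background. In the list against input, 25.0% of the peaks in the segment had a fold enrichment equal to a whole number of tags over the genome-wide background, against 43.9% on the other chromosomes, which is the direction that a raised local input background gives. In the list against DLD-1/Mock the shares were 34.4% and 38.4%. No coverage along the genome was used here, so a copy number difference was not measured directly. Binding of DKK-1 along the segment stays open and was not tested.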

How the results depend on the processing

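Alternatives were set before the data were examined, except those with a fold enrichment of 9 or 11 and those without chromosome 8, which were chosen after seeing the data. A count was taken as unchanged within a factor of 1.5, the mean width within 1 SD across sites, and the share of sites with genes within its Wilson interval.

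Chromosomes 1 to 22 and X only, the median width (452.5 bp) and leaving out the widest 1% (471 bp) left their results within these limits. So did sites overlapping their transcript and other gene symbols. Merging within 1000 bp, reciprocal overlap of 50% and summits within 100 bp did too, but they could not have moved a result. All 3189 shared peaks had identical coordinates in both lists and rest on the same DLD-1/DKK-1 tags. The smallest gap between specific sites was 20286 bp. Leaving out chromosome Y could change only the list against input, which had 4 peaks there. The list against DLD-1/Mock and the specific sites had 0. The filters on peak strength moved other results, except that a fold enrichment of at least 10 left all 200 specific sites, and all 200 in both lists. This exception was fixed in advance, since every specific site had a fold enrichment of at least 10 in both lists. With a P value of 1e-10 or less, 231 peaks remained against DLD-1/Mock, 155 against input and 62 in both lists. The same filter in both lists left 14 specific sites, all 14 in both lists, with a mean width of 868 bp and with 2 sites, or 14.3%, at a gene. A fold enrichment of at least 10 left 605 peaks against DLD-1/Mock, 507 against input and 200 in both. With an FDR of 5% or less, the counts of peaks against DLD-1/Mock, peaks against input, shared peaks, specific sites and specific sites in both lists were each 0, since the lowest FDR was 33.17% in one list and 65.44% in the other. The falls in the counts follow from the filters themselves, and the cause of the changes in mean width and in the share with a gene was not tested.

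The number of specific sites depended on the fold enrichment required in both lists. It was 526 with a minimum of 9 and 43 with a minimum of 11, both chosen after seeing the data. Without chromosome 8, 151 sites remained, and the share with a gene was 47.0%, within the interval of the main value.

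For the 13 named sites, fold enrichment was the same in both lists for 7 and differed by at most 1.14 for the others. Both lists use the same DLD-1/DKK-1 tags, so these differences come from the control background. The depth limits any ranking of the sites, since 65 of them rest on 12 tags at the summit over the genome-wide background. No paired analysis was possible because each condition had 1 library and no result comes from a test.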

Differences from the paper's values

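The mean width of the 200 specific binding sites was 487 bp, with an SD of 218 bp across sites, where the paper's average peak width is 150. The median was 452.5 bp, the mean without the widest 1% was 471 bp and the mean of the sites with a P value of 1e-10 or less was 868 bp, so none of the alternatives set before the data were examined closed the gap. The narrowest site was 224 bp wide. The fragment size and the band width in the MACS headers were each 150 bp.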

Other observations

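The tests in this part were chosen after the values had been seen.

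The empirical FDR was high throughout both lists. Its lowest value was 33.17% against DLD-1/Mock and 65.44% against input. At the lowest score of each list it was 55.13% and 65.48%, which corresponds to 3656 and 3458 peaks called with ChIP and control exchanged, beside the 6631 and 5281 peaks called in the study's direction. Peaks near the P value cut-off as the source are argued against, since the median FDR of the 231 peaks against DLD-1/Mock with a P value of 1e-10 or less was 52.17%. A greater depth of the controls cannot be told apart from other causes with 2 controls, although the input, 1.30 times as deep as the DLD-1/DKK-1 library, gave the higher FDR and DLD-1/Mock was 1.13 times as deep. Weak enrichment of chromatin in the immunoprecipitate is a biological or experimental explanation that stays open and was not tested.

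Of the 25 peaks against input with a score of at least 300, 16 had a fold enrichment of at least 10 against input, 13 were also called against DLD-1/Mock, and 2 had a fold enrichment of at least 10 against it. The peak with the most tags, 1859, lay on chromosome 16 from 33869674 to 33871985. All 4 peaks on chromosome Y were called against input and none against DLD-1/Mock. No explanation was tested.

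A peak against DLD-1/Mock lay on chromosome 10 from 53746164 to 53746622, 20885 bp beyond the end of the PRKG1 transcript of the authors' list, and was absent from the list against input. It held 15 tags, with a fold enrichment of 7.55 and an FDR of 46.41%. In the RefSeq annotation of GRCh38.p14, DKK1 is the next protein-coding gene after PRKG1. A candidate explanation is the DKK-1 expression vector, which DLD-1/Mock cells would lack. It cannot be told apart from other causes, because exon positions of DKK1 in hg18 were not used here and this was the 1 peak against DLD-1/Mock within 50000 bp beyond PRKG1.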
